A study of Mus musculus with 8 samples. Its data were reported in "Insufficiency of phosphatidylethanolamine N-methyltransferase is risk for lean non-alcoholic steatohepatitis" (2016).

How the data were processed

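Gene expression was measured by Affymetrix expression arrays in liver of Pemt−/− and Pemt+/+ mice fed a high fat-high sucrose (HFHS) diet. The 8 arrays held 1 array per genotype at each of 1, 2, 3 and 4 weeks of the diet, so each genotype had 4 arrays. The labels gave the genotype and the week of each array. They did not state whether the RNA of an array came from 1 mouse or from several, and the study's methods give the number of mice per genotype without saying how they were divided over the arrays. The p-values measure the spread between these arrays, across different weeks. The number of arrays limits the precision of every value.

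The values used here were the intensity of each probe set as deposited by the authors, on a linear scale, for 45101 probe sets including 64 control probe sets. The submitters' processing notes name Affymetrix Expression Console. Its version and the method that summarised probes into probe sets are not given in the sources used here. The trimmed mean of the deposited intensity, with 2% of the probe sets left out at each end, was 500.0 on every array, so the authors had scaled the arrays to a common level. No detection calls were used here. The values were not quantile normalized, and the median of the 8 arrays lay between 73.8 and 81.3.

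Control probe sets were left out, which gave 45037 probe sets. The annotation table of the array paired 34945 of them with a single gene and 932 with several genes, and 9160 were unnamed here. Gene symbols were checked through Entrez identifiers against the mouse RefSeq table of assembly GRCm38.p6, in which 34754 probe sets had a match. Several genes of the lists below were not paired with a probe set in the tables used here, and 4 genes followed by the study are not analysed here for that reason.

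Intensities were transformed as log2(intensity + 16). Fold changes are on that scale and understate the change of dim probe sets. Probe sets were kept when their mean log2 value over the 8 arrays lay above the 40th percentile, which left 27022 probe sets and 12949 genes. The genotype difference was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with the week as a factor and then the genotype, because the study compared the genotypes within each week. The two-sided moderated test of limma was adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. The change per week and its difference between the genotypes were fitted with the week as a number within each genotype. Standard errors (SE) are those of these fits. Means and standard deviations (SD) of intensity are over the 4 arrays of a genotype and hold the change between weeks too.

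Ratios of the deposited intensities of Pemt−/− to Pemt+/+ were counted in each week at 2 or more and at 0.5 or less over the 45037 probe sets, with no test, because each week held 1 array per genotype. The number past the threshold in all 4 weeks was set beside the number expected if weeks were independent and beside the 7 other ways of swapping genotypes within weeks.

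The 32 gene lists were tested with camera of limma at an inter-gene correlation of 0.01, with at least 5 measured genes per list and with the probe set of the highest mean for each gene, and adjusted over the 32 lists. The same test was run with a correlation estimated for each list. Within each week, the median of a list was placed among 10000 random lists of the same size matched on mean expression over 20 bins. The named genes were Pemt and the genes the study followed, the 12 largest rises and the 12 largest falls among genes that passed the test and differed in the same direction in all 4 weeks, up to 4 members with the smallest p in each list described, and the 6 genes in each direction with the smallest p for the difference in change per week. These rules, the 32 lists and the tests of the comparisons were fixed before the data were examined. The lists set apart among the macrophage genes, the sex-linked genes and several tests of explanations were chosen later.

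The fits were tested on simulated data made from the means and spreads of the 27022 probe sets, with 200 probe sets changed. For the genotype difference, 20.9% of the probe sets changed 2-fold and 74.2% of those changed 4-fold were recovered, with 1 false call. For the difference in change per week, 54.5% of those with a log2 slope difference of 1.2 were recovered. The data gave 4372 calls for the genotype difference, far more than the 200 changes simulated, so these shares need not hold for the data. In a simulation of 32 lists over 12949 genes, the 1 shifted list was called and so was 1 unshifted list. Estimated correlations for the genotype difference were 0.42 for cell cycle genes and 0.70 for cholesterol synthesis genes. The list simulation was not checked at such values. Alternatives were other filters, quantile normalization, median centring, pseudocounts of 1 and 64, eBayes without the trend, 1 probe set per gene, the mean of the probe sets of a gene, the fit without the week, the methods' t-test, fry, leaving out each week in turn and, chosen after seeing the data, the phospholipid list without Pemt. Tables were prepared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.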

Results

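Expression in the liver of Pemt−/− mice, which lack phosphatidylethanolamine N-methyltransferase, was compared with that of Pemt+/+ mice during the first 4 weeks of the HFHS diet. Each genotype was measured on 4 arrays, with 1 array at each week. The upper quartile of intensity ran from 384 to 425 on the 4 Pemt−/− arrays and from 363 to 370 on the 4 Pemt+/+ arrays. The 100 brightest probe sets held 9.01% to 10.5% of the signal in Pemt−/− and 10.9% to 11.5% in Pemt+/+. Log2 values correlated across probe sets, which are not independent replicates, at 0.967 to 0.982 between Pemt−/− arrays, at 0.971 to 0.974 between Pemt+/+ arrays and at 0.928 to 0.965 between genotypes.

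The first question was whether the knockout and the genes the study followed differed between the genotypes over the 4 weeks. The Pemt probe set, the targeted gene, measured 224 ± 26.4 (SD, n = 4) in Pemt−/− and 5543 ± 437 (SD, n = 4) in Pemt+/+, and was 23.2-fold lower in the knockout (adjusted p = 5.00e-07, limma), in 4 of 4 weeks. Whether this probe set lies inside the deleted part of the gene is not known here, so the signal left in the knockout is not a measure of its product. Ccnd1, which encodes cyclin D1, rose 4.17-fold (log2 difference 2.06 ± 0.17 SE, adjusted p = 0.000486), and all 3 of its probe sets passed the test. Hnf4a, a transcription factor of hepatocyte differentiation, was 1.55-fold lower (log2 difference -0.63 ± 0.09 SE, adjusted p = 0.00334), with 2 of its 4 probe sets past the threshold. The call of the dimmer of these 2 (adjusted p = 0.0317) was lost without weeks 2, 3 and 4 (adjusted p = 0.0733, 0.116 and 0.135). It was also lost without the week in the model (adjusted p = 0.0782) and was kept without week 1 (adjusted p = 0.0160). Fbxo31, an F-box protein involved in cyclin D1 degradation, was lower in both of its probe sets, at log2 differences of -0.47 ± 0.13 SE (adjusted p = 0.0464) in the probe set of the higher mean and -0.84 ± 0.20 SE (adjusted p = 0.0222) in the other. The Fbxo31 call of the first was lost when any week was left out, with adjusted p from 0.0893 to 0.163, and without the week in the model, with adjusted p = 0.1002. That of the other Fbxo31 probe set was lost without week 3 (adjusted p = 0.108) and without week 4 (adjusted p = 0.0920), and was kept without week 1 (adjusted p = 0.0306), without week 2 (adjusted p = 0.0243) and without the week in the model (adjusted p = 0.0288). The study picked Fbxo31 and Hnf4a from these samples partly for their lower expression in the knockout. Their p-values are therefore not an independent test of that direction. The hepatocyte list described below had a median of -0.41, and whether these 2 genes fell apart from it was not tested.

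Among the other genes the study followed, the proliferation marker Mki67 rose 15.4-fold (adjusted p = 0.0015; 9.90-fold without week 3, adjusted p = 0.00249) and the fetal liver gene Afp rose 3.78-fold (adjusted p = 0.00142). Adgre1, which encodes the macrophage antigen F4/80, rose 1.62-fold (adjusted p = 0.0077). Acta2, the smooth muscle actin of activated stellate cells, rose 2.05-fold (adjusted p = 0.0164), and the cell cycle inhibitor Cdkn1a rose 3.55-fold (adjusted p = 0.0156; 5.41-fold without week 2, adjusted p = 0.000534). Cltc, the clathrin heavy chain gene, rose 1.30-fold (adjusted p = 0.0178) and Akt1 rose 1.37-fold (adjusted p = 0.0334), each in 1 of the probe sets tested (of 2 for Cltc, and of 3 for Akt1, where another had a log2 difference of -0.40). Tgfb1 (adjusted p = 0.0674), the brighter probe set of Atf4 (adjusted p = 0.0819) and Krt19 (adjusted p = 0.303) did not pass the test, at log2 differences of 0.80, 0.30 and 0.59, while another Atf4 probe set did, at 0.47 (adjusted p = 0.0415). That call was lost without week 1 (adjusted p = 0.138), week 3 (adjusted p = 0.147) and week 4 (adjusted p = 0.182). It was also lost without the week in the model (adjusted p = 0.196) and was kept without week 2 (adjusted p = 0.00554). The calls of Cdkn1a, Cltc and Akt1 were lost without week 1 (adjusted p = 0.0711, 0.0508 and 0.0558), without week 3 (adjusted p = 0.0675, 0.129 and 0.160) and without week 4 (adjusted p = 0.0617, 0.0902 and 0.122), and that of Acta2 without week 3 (adjusted p = 0.0786) and week 4 (adjusted p = 0.0639). Without week 2 Akt1 did not pass (adjusted p = 0.0628) and the brighter probe set of Atf4 did (adjusted p = 0.0222). The calls of Cltc and Akt1 ended after median centring (adjusted p = 0.141 and 0.123). They also ended with the mean of the probe sets (adjusted p = 0.0620 and 0.436), and that of Akt1 after quantile normalization (adjusted p = 0.106).

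**Figure D1:**
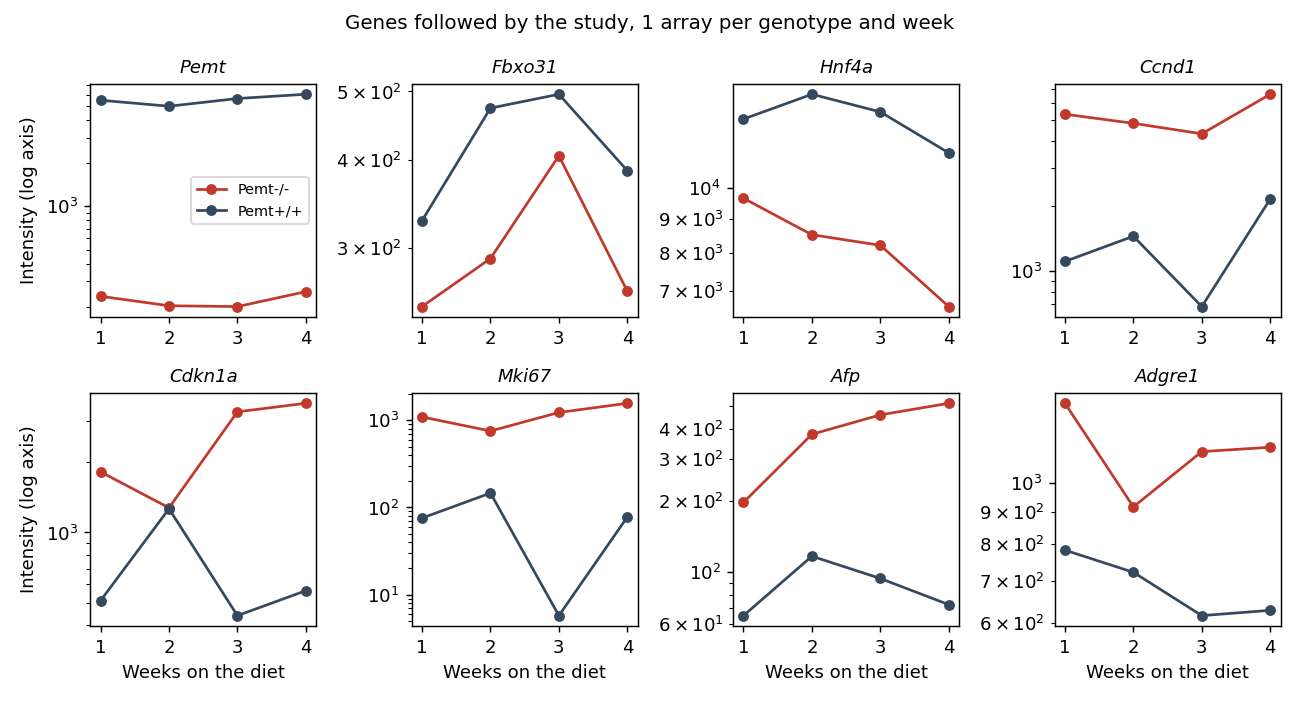
Intensity on a log axis against weeks on the HFHS diet for 8 genes, with 1 point per array, red for Pemt−/− and dark grey for Pemt+/+. Pemt lies near 224 in the knockout and near 5543 in the wild type, and each point is a single array with no error of its own.

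The genotype difference extended over the array. Of 27022 probe sets, 2788 were higher and 1584 lower in Pemt−/−, and 4278 of these 4372 differed in the same direction in all 4 weeks. Mmp12, a macrophage elastase, measured 4.36 ± 2.10 (SD, n = 4) in Pemt+/+ and 1169 ± 614 (SD, n = 4) in Pemt−/− (adjusted p = 0.000166), and Trem2 measured 15.4 ± 7.31 (SD, n = 4) and 386 ± 268 (SD, n = 4) (adjusted p = 0.00128). Both lay below the added constant of 16 in Pemt+/+, so the size of their rise depends on that constant: with pseudocounts of 1 and 64 the log2 difference was 7.69 and 4.02 for Mmp12, and 4.35 and 2.28 for Trem2. Gpnmb and Lgals3, which like Trem2 are expressed by lipid-associated macrophages, rose by log2 differences of 4.53 and 3.70. The mitotic genes Cdc20 and Ube2c rose 14.1-fold and 11.1-fold, and Ly6d, Ubd, Serpina7, Rad51b and D17H6S56E-5 rose between 11.5-fold and 24.4-fold (Ly6d 14.3-fold without week 3, adjusted p = 4.74e-05). For Trem2, 1 of its 2 probe sets passed.

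The largest fall, ahead of that of Pemt, was that of Hsd3b5, a male-specific steroid dehydrogenase of mouse liver, from 16876 ± 232 (SD, n = 4) to 691 ± 655 (SD, n = 4), with a log2 difference of -5.02 ± 0.40 SE and adjusted p = 0.000484. Cyp7b1, the oxysterol hydroxylase, was 12.4-fold lower and Elovl3, a fatty acid elongase, 10.6-fold lower. The major urinary protein gene Mup10, the glucuronosyltransferase gene Ugt2b38 and the organic anion transporter gene Slc22a7 were 7.89-fold, 7.85-fold and 5.52-fold lower. Cyp2c37, Cyp2c29, Ces2b, Ces4a and Serpina4-ps1 fell as well, between 4.75-fold and 6.21-fold. The call of Cyp2c37 was lost without week 1 (adjusted p = 0.0504) and without week 3 (adjusted p = 0.0508), that of Ces2b without week 1 (adjusted p = 0.0765) and that of Cyp2c29 without week 3 (adjusted p = 0.0541). Without week 2 Cyp2c37 was lower by a log2 difference of -3.33 in place of -2.58 (adjusted p = 0.000864) and Ces2b by -1.74 in place of -2.49 (adjusted p = 0.0116).

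With each array centred on its median, the share of calls that were higher moved from 63.8% to 37.6%, because that scaling shifted the median difference of all probe sets from 0.02 to -0.14, so directions of small differences are relative to the scaling. The number of calls was 2812 without week 1, 1800 without week 3 and 2020 without week 4, and 4812 without week 2.

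**Figure D2:**
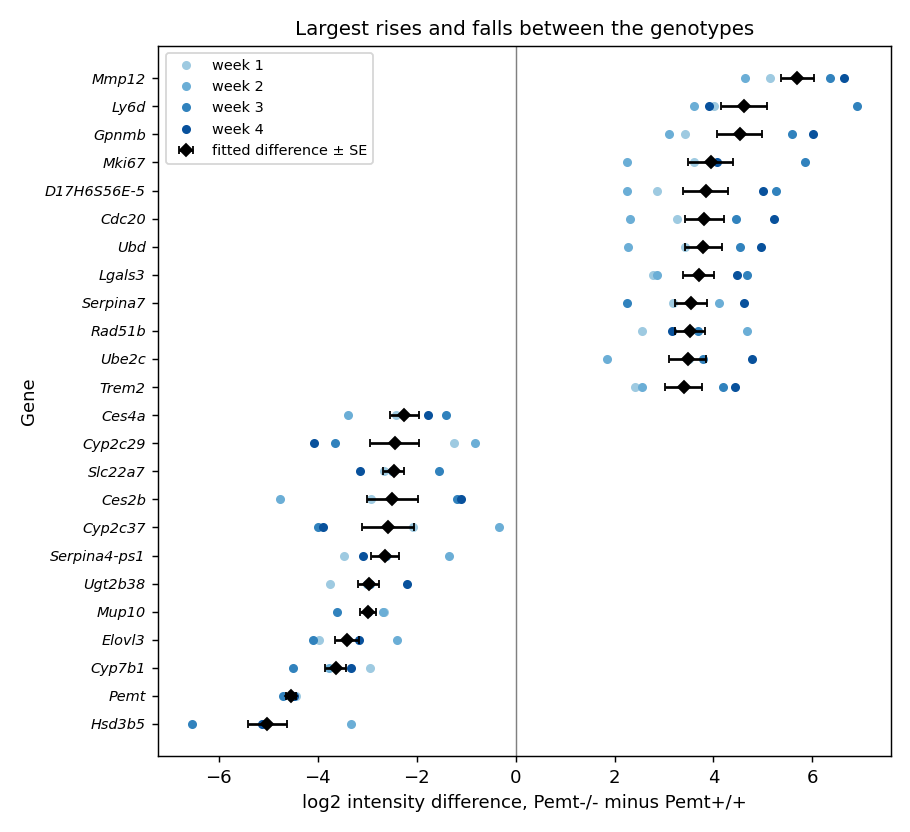
Log2 intensity difference between Pemt−/− and Pemt+/+ for the 12 largest rises and 12 largest falls, with the fitted difference ± SE as black diamonds and the 4 weekly differences as blue points. The points of each gene lie on the same side of 0 in all 4 weeks, which the rule that chose these genes required. The sizes drawn for Mmp12 and Trem2 depend on the added constant.

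Gene lists fixed in advance were then asked which cell types and pathways differed. Proliferation genes rose in the knockout: 33 of 37 cell cycle genes rose, 0 fell and 4 did not pass, with 33 higher and 1 lower adjusted over the list alone. Cdk1 rose 5.85-fold, Plk1 8.61-fold and Stmn1 4.69-fold. The list median was 2.19 on the log2 scale (adjusted p = 4.19e-17, camera), and adjusted p = 0.261 with an estimated correlation. Of 17 genes of cyclin D and its regulators, 5 rose and 2 fell, and 8 were higher and 2 lower adjusted over the list alone. Jun rose 2.75-fold and Cdkn2c 1.97-fold beside Ccnd1, while Hnf4a and Fbxo31 were the 2 that fell. This list, which holds genes the study picked from these samples and so is not independent evidence of its direction, had adjusted p = 0.0341, and adjusted p = 0.261 with an estimated correlation. Its call was lost without week 1 (adjusted p = 0.0512), without week 2 (adjusted p = 0.0713) and without the week in the model (adjusted p = 0.0747).

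Macrophage markers and matrix genes rose. Of 32 macrophage markers, 29 rose and 0 fell, with 30 higher adjusted over the list alone, and the median was 1.504. The tetraspanin gene Cd9 rose 2.77-fold, the chemokine receptor gene Ccr2 5.65-fold and Cd52 4.12-fold. Of 36 stellate cell and matrix genes, 32 rose and 1 fell, with 33 higher and 1 lower adjusted over the list alone, and the median was 1.47. Dcn, Reln, Postn and Pdgfra rose 2.10-fold, 2.07-fold, 2.75-fold and 2.75-fold. Both lists were called (adjusted p = 4.19e-17 and 1.93e-18), with adjusted p = 0.261 with an estimated correlation for each. Both passed by fry (adjusted p = 0.0153 and 0.0144), which tests a list on its own and not against other genes. Of 14 cholangiocyte and progenitor markers, 4 rose and 0 fell, the same number adjusted over the list alone, among them Cldn7 (from 17.9 to 119 in intensity) and Cd24a (2.69-fold), whose call was lost without week 3 (adjusted p = 0.0764) and without week 4 (adjusted p = 0.0699). That list had adjusted p = 0.000887, and adjusted p = 0.261 with an estimated correlation.

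Hepatocyte genes were lower in the knockout. Of 39 hepatocyte genes, 28 fell and 1 rose, with 33 lower and 1 higher adjusted over the list alone, and the median was -0.41. The coagulation factor gene F11 fell from 3628 ± 339 (SD, n = 4) to 1745 ± 292 (SD, n = 4), and Cebpa, Tfr2 and Fgb were lower at log2 differences of -0.78, -0.74 and -0.64. The list had adjusted p = 1.65e-13, and adjusted p = 0.261 with an estimated correlation, and its median was -0.23 after quantile normalization. Of 19 sinusoidal endothelial markers, 4 fell (Gpr182, Kdr, Clec4g and Ptprb) and 0 rose, with 5 lower adjusted over the list alone. These 4 calls were lost without week 3 and without week 4 (adjusted p from 0.0576 to 0.182), and all but that of Kdr without week 1 (adjusted p from 0.0573 to 0.0605). The endothelial list did not pass (median -0.11, adjusted p = 0.0846), though it did after quantile normalization (adjusted p = 0.0361) and without week 1 (adjusted p = 0.0354).

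Male-biased genes of mouse liver fell, and some female-biased genes rose. Of 15 male-biased genes, 14 fell and 0 rose, with 14 lower and 1 higher adjusted over the list alone, and the median was -1.43. Hsd3b5, Cyp7b1, Elovl3 and Ugt2b38 had the largest falls of this list, and the complement gene C8b was lower at a log2 difference of -1.33 ± 0.10 SE. Of 14 female-biased genes, 4 rose, 0 fell and 10 did not pass, the same number adjusted over the list alone, with Atp6v0d2 and Abcd2 at 3.59-fold and 3.52-fold. The male-biased list had adjusted p = 4.17e-13 and the female-biased list adjusted p = 0.0207. Each had adjusted p = 0.261 with an estimated correlation. The female-biased median was 0.90, 1.29, 0.45 and 0.30 at weeks 1, 2, 3 and 4. It lay at percentiles 100, 100, 94.87 and 85.22 of matched random lists.

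**Figure D3:**
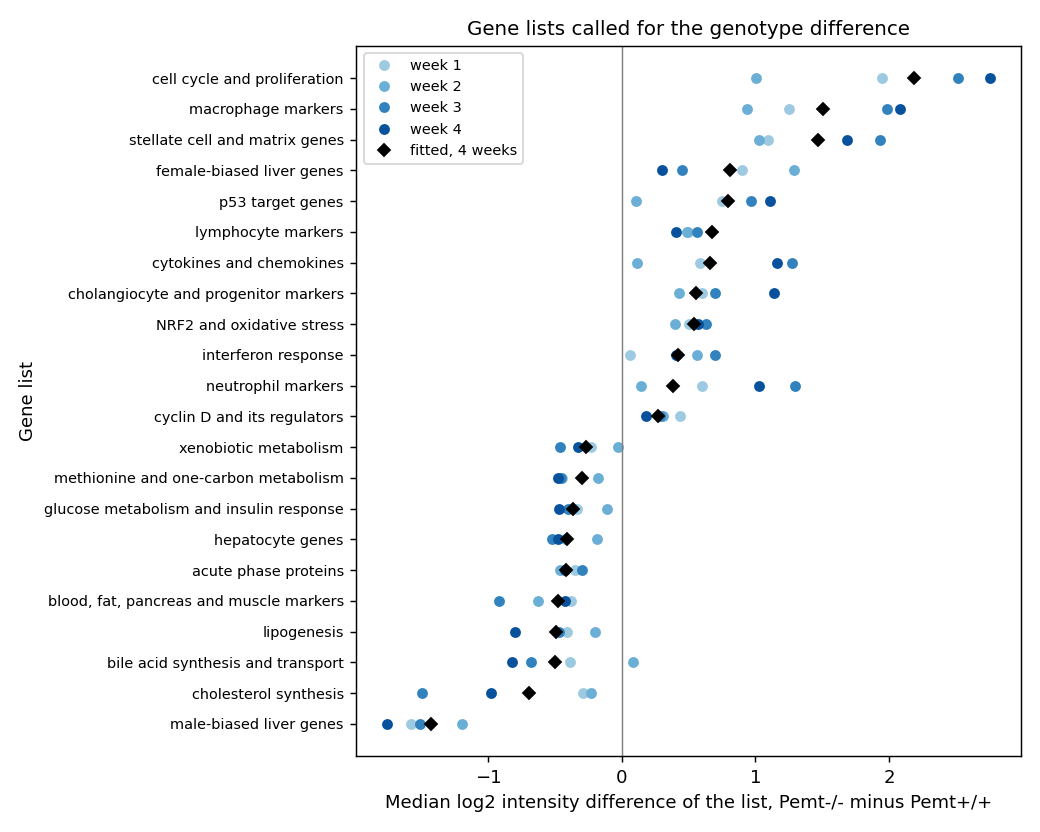
Median log2 intensity difference between Pemt−/− and Pemt+/+ of the 22 gene lists called by camera, with the 4 weekly medians as blue points and the median of the fitted differences as a black diamond. Cell cycle genes lie highest at 2.19 and male-biased liver genes lowest at -1.43. The weekly points are single pairs of arrays.

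Pathways of lipid and intermediary metabolism were mostly lower, in the same arrays in which hepatocyte genes had a median of -0.41. Of 26 lipogenesis genes, 15 fell and 2 rose, with 17 lower and 3 higher adjusted over the list alone. Thrsp was 3.76-fold lower, Acss2 2.86-fold lower and Srebf1, the sterol regulatory factor of lipogenesis, 1.74-fold lower, while Pparg, a nuclear receptor of fat storage, rose 6.67-fold. Srebf1 is also in the list of Pemt neighbours described below, and whether the targeted locus affects its expression was not tested. Of 20 cholesterol synthesis genes, 11 fell and 0 rose, with 17 lower adjusted over the list alone, and all 20 had a difference below 0. Insig1, Tm7sf2, Ebp and Sqle had the smallest p and not the 4 largest falls, at log2 differences of -0.98, -1.32, -0.64 and -0.93. The calls of Tm7sf2 (adjusted p = 0.0521) and Ebp (adjusted p = 0.0768) were lost without week 3, and those of Ebp (adjusted p = 0.0606) and Sqle (adjusted p = 0.0534) without week 4. Both were called (adjusted p = 0.000184 and 3.99e-08), with adjusted p = 0.433 and 0.365 with an estimated correlation. Neither passed by fry (adjusted p = 0.124 and 0.102), which tests a list on its own and not against other genes.

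Of 22 genes of bile acid synthesis and transport, 12 fell and 5 rose, with 13 lower and 7 higher adjusted over the list alone. The list median was -0.39, 0.08, -0.68 and -0.82 at weeks 1, 2, 3 and 4. At week 2, 12 of the 22 genes lay above 0, and the median lay at percentile 93.34 of matched random lists. Cyp27a1 and Slco1a1 fell and the transporter gene Slco1a4 rose 3.19-fold. Of 22 genes of glucose metabolism and insulin response, 11 fell and 2 rose, with 13 lower and 3 higher adjusted over the list alone. The glucose list median lay at percentiles 1.24, 19.36, 1.55 and 0.27 of matched random lists at weeks 1, 2, 3 and 4. The glycogen-targeting subunit gene Ppp1r3b was 2.63-fold lower, Pygl 1.65-fold lower, and Igfbp1, an insulin-like growth factor binding protein, 2.52-fold higher. Of 23 xenobiotic metabolism genes, 11 fell and 0 rose, with 12 lower and 2 higher adjusted over the list alone. The list median lay at percentiles 28.95, 72.65, 1.69 and 22.54 of matched random lists at weeks 1, 2, 3 and 4. It was thus low among them at week 3 only. Cyp2c70, Ugt2b1, Cyp1a2 and Cyp2c50 had the smallest p, at 1.81-fold to 2.64-fold lower, and Cyp2c37 and Cyp2c29, described above, fell by more. These lists had adjusted p = 0.0126, 0.000443 and 0.000789, and adjusted p = 0.434, 0.398 and 0.433 with an estimated correlation. The bile acid call was lost after quantile normalization (adjusted p = 0.0698) and median centring (adjusted p = 0.0752), and the xenobiotic call after quantile normalization (adjusted p = 0.161). By fry none of the 3 passed (adjusted p = 0.196 for bile acid, 0.0904 for glucose and 0.0904 for xenobiotic genes).

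Of 25 genes of methionine and one-carbon metabolism, the pathway that supplies the methyl donor of the Pemt reaction, 9 fell and 0 rose, with 11 lower and 1 higher adjusted over the list alone. Bhmt2, Dmgdh, Ahcy and Aldh1l1 were lower at log2 differences of -0.59, -0.67, -0.62 and -0.83. The list had adjusted p = 1.13e-05, and adjusted p = 0.365 with an estimated correlation. Its median was -0.30, against -0.41 for hepatocyte genes, so a fall beyond that of hepatocyte genes was not shown. Of 23 phospholipid synthesis genes, 4 fell and 5 rose, with 5 lower and 5 higher adjusted over the list alone. Besides Pemt, the choline phosphotransferase gene Chpt1 was 2.09-fold lower, and Lpcat2 rose 2.05-fold. Of 32 genes of fatty acid oxidation and PPAR alpha targets, 5 rose and 4 fell, with 6 higher and 4 lower adjusted over the list alone. Acot2, Cd36 and the hormone gene Fgf21 rose 3.90-fold, 3.50-fold and 7.87-fold. Of 15 lipid droplet genes, 3 rose and 2 fell, the same numbers adjusted over the list alone, with Cidec at 7.65-fold and Hilpda at 1.79-fold. The phospholipid, fatty acid oxidation and lipid droplet lists did not pass (adjusted p = 0.572, 0.333 and 0.921), and the median (-0.06) and the mean (0.17) of the lipid droplet list differed in sign. The phospholipid list holds Pemt itself, so its call by fry, downward (adjusted p = 0.0153), is no evidence on the rest of the list: without Pemt, an alternative chosen after seeing the data, 5 of 22 genes rose and 3 fell, and neither camera (adjusted p = 0.990) nor fry (adjusted p = 0.118) passed. The fatty acid oxidation list passed, upward, after quantile normalization (adjusted p = 0.00108), without week 3 (adjusted p = 0.0131) and without week 4 (adjusted p = 0.0410).

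Of 27 p53 target genes, 13 rose, 1 fell and 13 did not pass, with 15 higher and 1 lower adjusted over the list alone, and the median was 0.79. The weekly median was 0.75, 0.11, 0.97 and 1.11 at weeks 1, 2, 3 and 4. At week 2 it lay at percentile 79.58 of matched random lists. Phlda3 rose 3.62-fold, Psrc1 4.14-fold, Aen 1.97-fold and Ccng1 1.81-fold, and Cdkn1a, which the study followed, is also a member. The largest rise of the list was that of Ckap2, at 7.63-fold. Whether the list rose apart from the proliferation genes was not tested. The list had adjusted p = 0.000184, and adjusted p = 0.365 with an estimated correlation, and it did not pass by fry (adjusted p = 0.0594). Its change per week did not differ between the genotypes by the test (adjusted p = 0.0886), except without week 1 (adjusted p = 5.41e-05).

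Most genes of oxidative stress rose. Of 23 NRF2 and oxidative stress genes, 14 rose and 4 fell, with 16 higher and 4 lower adjusted over the list alone. Gstm3 rose from 1470 ± 538 (SD, n = 4) to 11673 ± 4890 (SD, n = 4), the metallothionein gene Mt2 8.54-fold and Nfe2l2 itself 1.77-fold. The list had adjusted p = 5.92e-05, and adjusted p = 0.261 with an estimated correlation. Of 33 genes of ER stress and the integrated stress response, 9 rose and 6 fell, with 11 higher and 8 lower adjusted over the list alone, and Atf3, Trib3 and Psat1 rose 6.74-fold, 4.64-fold and 4.16-fold. Of 27 genes of the cell death machinery, 1 rose (Mlkl, 1.91-fold) and 5 fell, among them Bik, Bad and Bok (calls lost without week 3, adjusted p = 0.0539, 0.0860 and 0.103, and for Bok without week 1, adjusted p = 0.0518), with 2 higher and 7 lower adjusted over the list alone. Of 14 genes of the DNA methylation machinery, 4 rose and 1 fell, with 6 higher and 2 lower adjusted over the list alone. Uhrf1 and the maintenance methyltransferase gene Dnmt1 rose 3.95-fold and 1.49-fold, and the call of Dnmt1 was lost without week 3 (adjusted p = 0.0591) and without week 4 (adjusted p = 0.0641). These last 3 lists did not pass (adjusted p = 0.664, 0.373 and 0.179), though the DNA methylation list did by fry (adjusted p = 0.0498). The ER stress median was 0.27, -0.31, 0.18 and 0.06 at weeks 1, 2, 3 and 4. It lay at percentiles 99.99, 0, 99.76 and 96.97 of matched random lists, so week 2 went the opposite way.

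The study counted genes by the ratio of Pemt−/− to Pemt+/+ in each week. At a ratio of 2 or more there were 6004, 6028, 6492 and 7180 probe sets at weeks 1, 2, 3 and 4, and at 0.5 or less there were 6373, 6696, 7169 and 6568. Most were dim: among the 27022 probe sets kept by the filter the counts at week 4 were 2765 and 1582. In all 4 weeks, 633 probe sets were at 2 or more and 306 at 0.5 or less. If weeks were independent, 18.5 and 22.0 would be expected. With genotypes swapped within weeks, the sum of both directions was 166 to 218, against 939 as labelled. Of those kept by the filter, all 444 higher probe sets and 87 of the 88 lower ones also passed the limma test. The weekly differences correlated across probe sets, which are not independent replicates, at 0.372 to 0.647.

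The last question was whether expression changed from week 1 to week 4, and differently in the 2 genotypes. In Pemt−/−, 8 probe sets rose and 20 fell with the week. Marco and Timd4, genes of resident liver macrophages, fell by 1.05 and fell by 0.94 on the log2 scale per week (SE 0.10 each, adjusted p = 0.0243 and 0.0331). The nuclear receptor gene Nr0b2 fell by 0.74 per week, the drug metabolism gene Cyp2c29 fell by 1.05 and the endothelial genes Cdh5 and Clec4g fell by 0.61 and fell by 0.46. Mt1 and the sulfiredoxin gene Srxn1 rose by 0.89 and 0.55 per week. This count was 0 without week 3, 0 without week 4, 102 without week 2, 62 after quantile normalization and 5 after median centring. The ratio of 3' to 5' signal of Gapdh was 0.79, 1.16, 0.99 and 1.15 in Pemt−/− at weeks 1, 2, 3 and 4. That of actin was 2.06, 2.67, 2.40 and 2.57. In Pemt+/+ these ratios lay between 0.95 and 1.02 and between 2.29 and 2.44. Whether RNA quality contributes to the changes per week was not tested.

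In Pemt+/+, limma called 0 probe sets, with 1472 at an unadjusted p under 0.05. The slopes differed between the genotypes in 0 probe sets by limma, with 1818 at an unadjusted p under 0.05, where 1351 would be expected by chance, and the smallest adjusted p was 0.498. The smallest p values in the direction of a higher slope in Pemt−/− were those of Kcnn4, Mt1, Alcam, Sprr1a, Ccdc80 and C2cd4b, with slope differences of 0.62 to 1.47. In the other direction they were those of Angptl8, Nr0b2, Gm32461, Cyp2c29, Rflna and Fdps, with slope differences of -0.64 to -1.13.

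As lists, 18 of 32 had a different change per week in the genotypes by camera, and 0 by fry. Cholesterol synthesis genes had the lowest p (adjusted p = 4.53e-12), with a median slope difference of -0.32, and their weekly median went from -0.29 at week 1 to -1.50 at week 3 and -0.98 at week 4. In this list Fdps, Nsdhl and Pmvk had slope differences of -0.66, -0.50 and -0.49. The median of fatty acid oxidation and PPAR alpha targets was 0.39 and 0.35 at weeks 1 and 2 and -0.18 and -0.14 at weeks 3 and 4 (adjusted p = 1.68e-10), with Acot3 and Pdk4 at slope differences of -1.27 and -0.69. Macrophage markers had medians of 1.25, 0.94, 1.98 and 2.08 at weeks 1, 2, 3 and 4 (adjusted p = 1.46e-09). Gpnmb had a slope difference of 1.02. Each of the 3 had adjusted p = 0.516 with an estimated correlation, and none of the 32 lists passed with it. Without week 4, 7 lists were called, these 3 among them.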

Values the study reported

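For each of weeks 1, 2, 3 and 4 on the diet, the study kept the genes that the knockout liver expressed at over 2 times, or under 0.5 times, the wild-type level. A later selection, for which a fall in expression had to come with a gain of methylation, held 60 genes and was narrowed further. Its methods give n = 4 mice of each genotype for the livers taken at these weeks.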

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

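The tests for a single array far from its group and for a different change per week, and the counts over other splits reported here, were all planned.

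In 6 of 106 groups of 4 arrays, a single array lay far from the other 3, where chance would give 5.3, and each value below is the gap to the nearest array over the range of the group. Among the 4 Pemt−/− arrays, the share of signal in the 100 brightest probe sets was highest at week 2 (0.855). Tgfb1 stood apart in Pemt−/− at week 2 (0.868). Serpina4-ps1 stood apart in Pemt−/− at week 2 (0.916). Cltc stood apart in Pemt+/+ at week 4 (0.876). Ube2c stood apart in Pemt+/+ at week 2 (0.878). Cyp7b1 stood apart in Pemt+/+ at week 1 (0.856).

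The change per week differed between the genotypes in 18 gene lists by camera. The slope was higher in Pemt−/− for macrophage markers (adjusted p = 1.46e-09), stellate cell and matrix genes (adjusted p = 1.04e-06), cell cycle genes (adjusted p = 0.000576), interferon response (adjusted p = 0.00579), cholangiocyte and progenitor markers (adjusted p = 0.0109), cytokines and chemokines (adjusted p = 0.0112), ER stress and integrated stress response (adjusted p = 0.0266) and NRF2 and oxidative stress (adjusted p = 0.0380). It was lower for cholesterol synthesis (adjusted p = 4.53e-12), fatty acid oxidation and PPAR alpha targets (adjusted p = 1.68e-10), lipogenesis (adjusted p = 6.22e-07), bile acid synthesis and transport (adjusted p = 0.000230), xenobiotic metabolism (adjusted p = 0.000240) and glucose metabolism (adjusted p = 0.00127). It was also lower for hepatocyte genes and endothelial markers (adjusted p = 0.00579 each), lipid droplet genes (adjusted p = 0.0109) and methionine and one-carbon metabolism (adjusted p = 0.0216). Without week 4 the calls of 11 of these lists were lost: cell cycle (adjusted p = 0.497), cholangiocyte (0.273), endothelial (0.140), hepatocyte (0.150), methionine (0.497), lipogenesis (0.273), lipid droplet (0.453), ER stress (0.621), glucose (0.223), NRF2 (0.188) and cytokines (0.289). The methionine and ER stress calls were also lost without week 2 (adjusted p = 0.211 and 0.377) and week 3 (adjusted p = 0.0550 and 0.0906), the NRF2 call without week 1 (adjusted p = 0.162), and the interferon list was called in the opposite direction without week 1 (adjusted p = 0.0256). With an estimated correlation the smallest was adjusted p = 0.516 with an estimated correlation.

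Chance was not excluded for these 18 lists: 10 of the 35 splits of the 8 arrays into groups of 4 gave as many, and the highest other split gave 22. For single probe sets the real split gave 0 calls. Every split must equal or exceed that number, so the count cannot test chance for single probe sets. The highest other split gave 2428, a number that points to a structure of the samples, since it joins the early arrays of a genotype with the late arrays of the other and so lines the genotype up with the week. For the change per week in Pemt−/−, the real order of the arrays gave 28 calls and 2 of the 12 orders gave as many, 130 with weeks 1 and 2 exchanged, and 12 orders are too few for a share under 0.05.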

How the results depend on the processing

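The alternatives were planned before the data were examined, except the phospholipid list without Pemt, chosen after seeing the data. The signal over background limits dim probe sets, and 1 array per genotype and week limits every test. Comparisons with an alternative were counted for the genes the study followed, the 12 largest rises and the 12 largest falls. For the genotype difference, 333 kept the direction and side of the threshold, 26 lost the call, 1 gained it and 0 reversed. Named list members were left out of this count, and several of their calls were lost when a week was left out, as given above. The cause was not tested for the changes below, except that taking 1 probe set per gene or a stricter filter leaves fewer probe sets.

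The 4372 calls for the genotype difference became 1800 to 4812 when a week was left out, 2348 without the trend, 2797 with 1 probe set per gene, 7864 by the methods' t-test unadjusted and 2511 by the same test adjusted. The replicate number is the week. The deviations of the arrays of a week correlated across probe sets, which are not independent replicates, at 0.105, -0.0198, -0.0289 and 0.113, so the weeks did not pair the arrays, and the fit without the block of weeks gave 4619 calls.

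The 28 calls for the change per week in Pemt−/− became 0 to 102 when a week was left out, 1 without a filter, 63 with the stricter filter, 62 after quantile normalization, 5 after median centring, 16 and 62 with pseudocounts of 1 and 64, 0 without the trend and 3 with 1 probe set per gene. In Pemt+/+ the count was 0 to 5 when a week was left out. The difference between the genotypes stayed at 0 calls under every alternative run.

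Ratios past 2 or 0.5 at weeks 1, 2, 3 and 4 and in all 4 weeks numbered 1226, 1078, 1947, 1995 and 339 with the stricter filter, 1276, 1187, 2234, 2322 and 259 with a pseudocount of 64, and 4192, 4155, 4792, 4812 and 453 with 1 probe set per gene. With an estimated correlation 0 lists were called for either comparison. Lists called for the difference in change per week numbered 7 to 19 when a week was left out. Fry called 17 of the 32 lists for the genotype difference and 0 for the difference in change per week. Of the 22 lists called by camera for the genotype difference, 8 did not pass by fry. Cell cycle (adjusted p = 0.0153), hepatocyte (0.0209), male-biased (0.00860) and NRF2 genes (0.00860) were among those that passed.

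Directions of lists turned as follows, each with its adjusted p. For the genotype difference, lipid droplet genes turned without a filter (0.968), after quantile normalization (0.640) and median centring (0.928), without week 4 (0.2999, and up to 0.785 without other weeks), with the mean of probe sets (0.883) and by fry (0.403). Phospholipid genes turned without Pemt (0.990, and 0.118 by fry; 0.416 to 0.734 with Pemt and a week left out). Reference genes turned after quantile normalization (0.0692), and fatty acid oxidation without week 2 (0.669, with 0.0131 to 0.841 over the weeks left out). For the change per week, the male-biased list turned after quantile normalization (0.524) and without weeks 2 (0.450) and 3 (0.865, with 0.240 the lowest over the weeks). The reference list turned without week 1 (0.462, and up to 0.865) and with the mean of probe sets (0.625). Without week 1, cyclin D turned (0.921, and down to 0.305 without other weeks), as did Pemt neighbours (0.988, and down to 0.561) and interferon response (0.0256, and down to 3.16e-09). Of these only the interferon list was past the threshold after it turned.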

Other observations

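Tests on the sex of the tissue, on shares of cell types, on resident Kupffer cell genes as a set, on genes beside Pemt and on the number of probe sets called over splits of the arrays without the week were chosen after the results were seen. The requirement that a scaling test pass its bound by more than its standard error was also added after those values were seen.

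Some immune genes beyond the macrophage markers rose in Pemt−/−. Of 24 cytokine and chemokine genes, 10 rose and 2 fell, with 11 higher and 2 lower adjusted over the list alone, and Ccl6, Cxcl10 and Vcam1 rose 2.27-fold, 2.78-fold and 3.68-fold while Il18 was 1.79-fold lower. Of 28 interferon response genes, 11 rose and 1 fell, with 12 higher and 1 lower adjusted over the list alone, and Gbp2, Ifi27l2a and Oas1a rose 2.29-fold, 2.94-fold and 2.80-fold. The interferon median was 0.06 at week 1, at percentile 54.73 of matched random lists. It was 0.56, 0.70 and 0.41 at weeks 2, 3 and 4. Of 13 lymphocyte markers, 3 rose and 0 fell, with 6 higher adjusted over the list alone, among them Ltb at 4.94-fold. Of 11 neutrophil markers, 3 rose and 0 fell, the same number adjusted over the list alone, with S100a8 and S100a9 at 5.50-fold and 4.78-fold. These lists had adjusted p = 0.000611, 0.000381, 0.0129 and 0.0165, and adjusted p = 0.403, 0.434, 0.261 and 0.365 with an estimated correlation. At week 2 the cytokine median was 0.11 (percentile 80.82 of matched random lists) and the neutrophil median 0.14 (percentile 83.24). In the other weeks both lay at percentile 98.78 or higher. By fry the cytokine and interferon lists did not pass (adjusted p = 0.0672 and 0.0761).

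Of 24 acute phase genes, 12 fell and 3 rose, with 14 lower and 4 higher adjusted over the list alone. Saa4, Fga and Orm1 were lower at log2 differences of -1.28, -0.56 and -0.53. The list had adjusted p = 0.000161 (0.0698 after quantile normalization), and adjusted p = 0.261 with an estimated correlation. The acute phase median lay at percentiles 1.96, 0, 18.55 and 3.6 of matched random lists at weeks 1, 2, 3 and 4. Of 9 markers of blood, fat, pancreas and muscle, Alas2 and Cela1 fell, at log2 differences of -1.49 and -0.94, and 0 rose, the same numbers adjusted over the list alone. That list had adjusted p = 0.0166, and adjusted p = 0.261 with an estimated correlation, and its call was lost without week 2 (adjusted p = 0.0513) and after median centring (adjusted p = 0.0752). Of 14 circadian clock genes, Hlf fell and 0 rose, with 0 adjusted over the list alone (list adjusted p = 0.440), and its call was lost without weeks 1, 3 and 4 (adjusted p = 0.0721, 0.163 and 0.0716). Of 13 reference genes, Gusb rose 1.75-fold and Sdha, B2m and Pgk1 fell (calls lost without weeks 1, 3 and 4, adjusted p from 0.0602 to 0.182), with 3 higher and 4 lower adjusted over the list alone, and the list did not pass (adjusted p = 0.664), with a median of -0.003 and a mean of 0.06.

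Male-biased liver genes were lower in Pemt−/− in all 4 weeks. Female tissue on the knockout arrays is argued against by 3 Y-linked genes, whose mean log2 difference was -0.038, and by Xist, at most 94.2 in intensity on any array. A lower share of hepatocytes as the whole cause is argued against by the male-biased median, which lay below the hepatocyte median by a mean log2 difference of -1.11 (SD 0.14, n = 4 weeks). Scaling is argued against by the median of -1.34 (SE 0.10) after quantile normalization. A change in the hormone signals that set these genes may take part, as a hypothesis that was not tested here.

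Hepatocyte genes were lower while macrophage and matrix genes were higher. A lower share of hepatocytes alone is argued against, because it would raise the markers of every other cell type alike and the endothelial median lay below the matrix median by a mean log2 difference of -1.53 (SD 0.55, n = 4 weeks). A gain of macrophages and stellate cells, or a change within them, may account for their part and stays open. Scaling stays open for the hepatocyte part, since its median of -0.23 (SE 0.04) after quantile normalization lies within a standard error of the bound of -0.2 set for that test.

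Resident Kupffer cell genes had negative slopes by week in Pemt−/−, where Marco (log2 difference 1.51, adjusted p = 0.00931) and Cd5l (log2 difference 0.56, adjusted p = 0.0271) were higher than in Pemt+/+ in all 4 weeks, while Clec4f (log2 difference -0.02, adjusted p = 0.946), Vsig4 (0.42, adjusted p = 0.0844) and Timd4 (-0.57, adjusted p = 0.292) did not differ by the test. Fewer macrophages of every kind is argued against by the other 27 macrophage genes, whose median slope was 0.34 on the log2 scale per week, with 25 above 0. Scaling is argued against by the median slope of the 5 resident genes after quantile normalization, -0.50 (SE 0.13). Their median slope in Pemt+/+ was also below 0, at -0.20, and the differences between the genotypes did not pass. A change in the kinds of macrophages, or in the expression of these genes within them, may be involved, as a hypothesis that was not tested here.

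Of the 100 measured genes nearest to Pemt, 20 were called (20% against 20.2% of all genes), which argues against sequence carried along with the targeted locus as a source of many of the calls, and the list of 24 Pemt neighbours did not pass by camera (adjusted p = 0.168) but was called lower by fry (adjusted p = 0.0376), with 1 higher and 3 lower in all and adjusted over the list alone. For the genotype difference without the week, chance is argued against by splits of the arrays, a test chosen after the results were seen. Of the 35 splits, 1, the real one, gave 4619 calls, and the highest other gave 0. A share of 1 of 35 is the lowest these splits can reach. With the week in the fit the real swap gave 4372 and the highest other 0, and 8 swaps are too few for a share under 0.05, so that 1 of 8 is the lowest share possible. For the gene lists, 1 of 35 splits, the real one, gave 21 lists, and the highest other gave 19, so a count of lists at the preset correlation says little about how far the genotypes differ.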
